A study of Homo sapiens with 15 samples.

How the data were processed

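The 15 libraries were made from total RNA (RNA integrity number above 7, per the labels) and sequenced as 75 bp paired-end reads on a NextSeq instrument. The values used are the expected counts (estimated read counts per gene name) that the authors deposited in 3 tables, 1 for the HCT116 libraries, 1 for adherent HT29 cells and colonospheres and 1 for colonospheres with and without atglistatin. The aligner, the counting program, its use of strand, the genome build and the annotation are not stated. Many values were not whole numbers and each column had a total of its own, so no normalisation was taken to have been applied, and values were rounded to whole counts. The table with atglistatin held 12 further columns that matched no labelled sample, and these were not used. The 3 colonosphere controls appear in both HT29 tables, with 96.4% to 96.8% of 13718 genes within 1 count and 297 to 316 genes differing by more than 2%. In the other 2 deposited tables, dates had replaced gene names for 27 entries (0.177% to 0.202% of counts), and 1847 entries in HCT116 and 4 in the colonosphere table shared a name with another; all were kept as separate entries.

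Total counts in HCT116 were 34388488, 25342991 and 11074379 without doxycycline and 11683976, 35727290 and 32873620 with it. Adherent HT29 libraries held 29135770, 25498010 and 26401119 counts, and colonosphere controls 17587331, 16461539 and 21328947 (17460301, 16341004 and 21174672 in the atglistatin table). Atglistatin-treated colonospheres held 17058837, 17701110 and 19069039 counts. Mitochondrially encoded genes took 2.633% to 3.657% of counts and the 10 most abundant genes 3.64% to 5.417%. These depths bound counting error only, and the spread between 3 replicates set the precision of each comparison.

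Groups followed the labels, and each comparison was fitted on the 6 libraries of its own table with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, robust quasi-likelihood F test, 2-sided), with Benjamini-Hochberg adjusted p under 0.05 as the threshold and no block. The biological coefficient of variation was 0.164 in HCT116, 0.0693 for colonospheres against adherent cells and 0.0616 for atglistatin. CPM values were counts over the TMM-scaled library size, and log2 CPM used a prior count of 2. The 10 gene lists were tested with camera in limma 3.58.1 at a correlation of 0.01, adjusted over 30 tests, with fry and an estimated correlation beside it. The difference between the doxycycline and atglistatin effects was an interaction contrast in 1 edgeR fit of 12 libraries. That fit took 1 spread per gene for both cell lines, although the spread was larger in HCT116 (0.164) than for atglistatin (0.0616). How far this affects its calls was not tested. Tests, lists, named genes and most alternatives were fixed before the data were examined; those chosen later are named as such. Named genes were PNPLA2, 6 fixed genes (PLIN2, SCD, LGR5, PROM1, CD44 and ALDH1A1), the 3 largest rises and 3 largest falls past the threshold with a mean of at least 5 CPM and no overlap between groups, the member with the smallest p of each list past the threshold, and the 3 genes called the same way in both ATGL perturbations with the smallest of the larger p. Positions, shared exonic bases, transcript length and GC content came from GENCODE 29 on GRCh38 and may differ from the annotation used for counting.

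Whether replicate numbers pair libraries was checked by correlating each library's deviation from its group mean. In HCT116 same-number pairs correlated at 0.219, 0.304 and 0.505, replicates 1 and 2 across groups at 0.284 and 0.273, and pairs of replicate 3 with another number at −0.423 to −0.315. The blocked value is therefore given beside HCT116 results where it changes a call or a count. Alternatives were RLE, total count and upper quartile scaling, DESeq2 1.42.0 and limma-voom, no filter, at least 10 counts in every library, the replicate number as a block, each library left out in turn, a spread from all 3 HT29 groups, an adjusted p under 0.01 and a 2-fold requirement. Chosen after the data were examined were removal of each library's trend with GC content and transcript length, alone or with the block, replicate numbers 1 and 2 only, disjoint colonosphere controls, and every alternative for the genes called in both perturbations. The fits were tested on simulated data with 200 genes changed 2-fold. They recovered 147, 193 and 192 of these in the HCT116, colonosphere and atglistatin layouts with 6, 12 and 14 false calls, and made 0 calls where nothing was changed. The simulated counts were independent between libraries, without the departure of replicate 3 in HCT116, and held fewer changed genes than were called in HT29. The simulation thus tested the fits under their own assumptions only. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.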

Results

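Gene-level transcript abundance was measured by RNA sequencing in HT29 and HCT116, epithelial lines established from human colorectal adenocarcinomas. The 15 libraries fell into 5 groups of 3. The 2 HCT116 groups carried an inducible short hairpin RNA against ATGL (adipose triglyceride lipase, the enzyme that releases fatty acids from stored triglyceride, encoded by PNPLA2). They were labelled as grown without doxycycline or with 2 µg/mL of this inducer for 48 h. The 3 HT29 groups were adherent cells, colonospheres (floating spheres grown in a stem cell medium with bFGF, EGF and albumin) and colonospheres given 40 µM atglistatin, a small-molecule inhibitor of ATGL, for 24 h. Adherent cells were kept in a serum-containing medium, so culture format and medium differed together between the first pair of HT29 groups.

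Total estimated counts per library lay between 11074379 and 35727290 in HCT116. The shallowest libraries there were replicate 3 without doxycycline (11074379) and replicate 1 with it (11683976). Adherent HT29 libraries held 25498010 to 29135770 counts, colonosphere controls 16461539 to 21328947 and atglistatin-treated colonospheres 17058837 to 19069039. Replicates of 1 group differed by more than counting noise throughout, with a chi-square per degree of freedom of 2.094 to 9.403 outside the comparisons that involved replicate 3 of an HCT116 group. That replicate stood apart from replicates 1 and 2 of its own group in both HCT116 groups (18.03 to 41.2), whereas replicates 1 and 2 differed by 2.968 without and 2.094 with doxycycline.

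The ATGL transcript was examined first, since it is the target of the hairpin. PNPLA2 lies on chromosome 11 from 818902 to 825573 on the plus strand (GENCODE 29, GRCh38), and 401 of its 3843 exonic bases overlap the antisense gene AP006621.1, which held at most 5 counts in any library. In HCT116 libraries labelled without doxycycline, PNPLA2 reached 42.88, 40.15 and 38.73 CPM (counts scaled to a common library size; mean 40.59 ± 2.11, SD, n = 3), against 41.97, 45.84 and 61.58 in those labelled with it (49.79 ± 10.4). The log2 fold change was 0.30 (SE 0.144, edgeR quasi-likelihood adjusted p 0.481), with a 95% interval from −0.04 to 0.63. A lower ATGL transcript was therefore not seen in the libraries labelled with doxycycline, and the interval excluded a fall beyond −2.65%. Replicate 3 with doxycycline set the size of the estimate, which was 0.11 (adjusted p 0.57) without it. Because the target did not follow the labels, HCT116 libraries are named below by their labels, and every direction drawn from that comparison rests on those labels.

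In HT29 the ATGL transcript moved in both comparisons by more than the spread between replicates. It was lower in colonospheres (104.8 ± 6.89 CPM, n = 3) than in adherent cells (175.6 ± 9.03), with a log2 fold change of −0.74 (SE 0.0659, adjusted p 1.06e-07) and no overlap between the libraries. The size of this fall depended on sequence properties, being −0.46 (adjusted p 7.15e-07) once each library's trend with GC content and transcript length was removed. Under atglistatin it was higher than in control colonospheres (138.5 ± 6.73 against 103.4 ± 6.91 CPM, log2 fold change 0.42, SE 0.0631, adjusted p 0.000498), again without overlap.

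**Figure D1:**
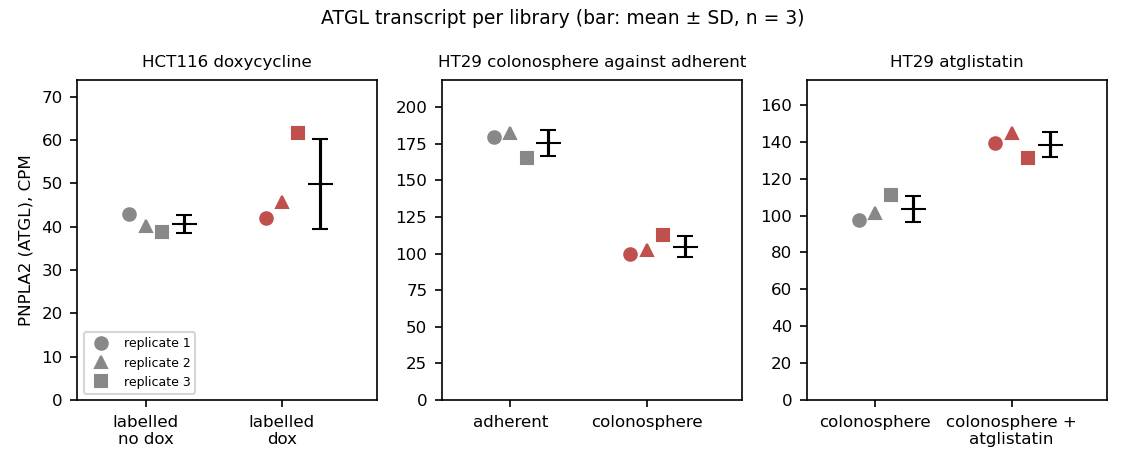
PNPLA2 abundance in CPM (vertical axes, starting at 0) for every library of the 3 comparisons, with symbols for the replicate number and bars for the mean ± SD of 3 libraries. The libraries labelled with doxycycline overlap those labelled without it, colonospheres (99.47 to 112.6 CPM) lie below adherent cells (165.3 to 182.2), and atglistatin-treated colonospheres (131.3 to 144.6) lie above their controls (97.88 to 111.2).

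HCT116 libraries labelled with and without doxycycline, meant to induce a hairpin against ATGL, were compared to ask which transcripts depend on it. Of 16695 genes tested, 80 passed an adjusted p of 0.05 between the labelled groups, 68 higher and 12 lower with doxycycline, and 35 of them changed at least 2-fold. At an unadjusted p under 0.05 there were 1960 genes, and 18.8% of genes showed no overlap between the groups, where chance gives 10%. The count depended on how replicates were handled. With the replicate number as a block it was 1013 genes (686 higher, 327 lower), which included 78 of the 80. The setting that moved it most was the use of replicate numbers 1 and 2 only, chosen after the data were examined, which gave 4579 genes (2497 higher, 2082 lower) including all 80. Replicates 1 and 2 differed little within each group (chi-square per degree of freedom 2.968 and 2.094). Counts and p-values from them alone, here and below, may therefore measure the spread within 1 experiment only and be too favourable. Replicate number 3 left 1 library per group and so no test. Without replicate 1 or replicate 2 of the group labelled no doxycycline 2 genes were called. Without replicate 1 or 2 of the doxycycline group 20 and 9 were called. Without replicate 3 of the former the count was 147, and of the latter 184.

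The largest rises among genes of at least 5 CPM with no overlap between groups were those of CHAC1 (chromosome 15, 40952962 to 40956519), DDIT4 (chromosome 10, 72273920 to 72276036) and DDIT4-AS1. CHAC1 went from 2.247 ± 0.797 to 37.11 ± 8.69 CPM (log2 fold change 4.13, SE 0.283, adjusted p 0.00523) and DDIT4 from 17.94 ± 3.47 to 162.1 ± 45.6 CPM (3.16, SE 0.259, adjusted p 0.00813). DDIT4-AS1 (2.96, SE 0.351, adjusted p 0.0198) is antisense to DDIT4 with all of its 847 exonic bases inside that gene. Strand use in the counting is not stated, so its reads cannot be separated from those of DDIT4. The largest fall was that of MTCO1P12 (−1.23, SE 0.102, adjusted p 0.00523), a nuclear pseudogene copy of MT-CO1 that is likewise uncertain. MT-CO1 itself followed (6947 ± 457 to 3156 ± 429 CPM, −1.14, SE 0.111, adjusted p 0.00895), as did MT-ND4L (754.9 ± 52.7 to 449 ± 60.6 CPM, −0.75, SE 0.108, adjusted p 0.0434). All 6 lost their call in at least 1 fit that left out 1 library, with replicates 1 and 2 of the group labelled no doxycycline among those that decided each. DDIT4 also lost it with no low-count filter (adjusted p 0.0555), DDIT4-AS1 with limma-voom (adjusted p 0.0837), and MT-ND4L under total count scaling (adjusted p 0.0525) and with the GC and length trend removed (adjusted p 0.102). Of the genes fixed for every comparison, PLIN2 (0.04, adjusted p 0.932), SCD (−0.17, adjusted p 0.456), PROM1 (−0.05, adjusted p 0.916) and CD44 (0.20, adjusted p 0.734) did not pass the threshold. In replicate numbers 1 and 2 only, CD44 (0.24, adjusted p 4.17e-05) and SCD (−0.12, adjusted p 0.0242) did. LGR5 and ALDH1A1, with at most 4 and 7 counts per library, were too low to be tested.

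Among 10 gene lists fixed before the data were examined, 4 passed camera's adjusted p of 0.05 in HCT116 (30 tests over the 3 comparisons). Targets of the transcription factor ATF4, which acts in amino acid and mitochondrial stress, were higher with doxycycline, with a median log2 fold change of 1.01 and 30 of 31 members up (adjusted p 3.49e-37). Of these, 21 were called over all genes and 28 when adjusted over the list alone. The member with the smallest p was DDIT3 (11.37 ± 0.737 to 40.86 ± 1.41 CPM, 1.84, SE 0.0878, adjusted p 0.00138), which shares 105 of its 1307 exonic bases with AC022506.1 and 413 with MARS and MBD6 on the other strand. MARS rose too (0.91, SE 0.0736, adjusted p 0.00523), so the counts of DDIT3 are uncertain. Cholesterol biosynthesis was lower (median −0.22, 23 of 26 members down, adjusted p 9.39e-05). Of its members, 1 was called over all genes and 6 adjusted over the list alone. Its called member ACAT2 fell by 0.55 (SE 0.075, adjusted p 0.037), with 2247 of its 4299 exonic bases shared with genes on the other strand. ACAT2 lost this call without replicate 1 or 2 of either group (adjusted p 0.199 to 0.287). The median shrank to −0.06 without replicate 2 of the doxycycline group, to −0.09 without its replicate 1 and to −0.10 without replicate 3 of the group labelled no doxycycline. Cell cycle genes were lower by a median of −0.15 (26 of 32 down, adjusted p 0.000205), and by −0.09 (adjusted p 0.0596) without replicate 3 of the doxycycline group. Called members numbered 0 over all genes and 1 adjusted over the list alone. AURKA, its member with the smallest p, changed by −0.47 (SE 0.0801, adjusted p 0.082), and by −0.46 (adjusted p 0.00238) with the replicate block. It was also called by DESeq2 (adjusted p 0.000758), with no filter (adjusted p 0.0086) and without replicate 3 of the group labelled no doxycycline (adjusted p 0.0245). The mitochondrially encoded list was called lower (adjusted p 0.0135) on members that went both ways (5 up, 8 down, median −0.07). Of these, 4 were called over all genes and 5 adjusted over the list alone. With the replicate block it was not past the threshold (adjusted p 0.0657), nor was it without replicate 3 of the group labelled no doxycycline (median 0.01, adjusted p 0.164). Wnt targets passed it without replicate 1 of that group (adjusted p 0.0406), although their median ran from −0.34 to 0.06 in fits that each left out 1 replicate. The remaining lists were not past the threshold: lipolysis and lipid droplet genes (median 0.00, adjusted p 0.707), fatty acid synthesis (0.00, 0.498), fatty acid oxidation (0.09, 0.217), glycolysis (−0.03, 0.793), colon stem cell markers (0.09, 0.498) and Wnt targets (−0.10, 0.217).

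HT29 colonospheres were compared with adherent cells to ask how stem-like culture changes the transcriptome, ATGL included. Of 15193 genes, 10453 were called, 5183 higher and 5270 lower in colonospheres, and 2954 changed at least 2-fold. No overlap between the groups was shown by 72.7% of genes against 10% by chance. The 2-fold requirement was the setting that moved the count most. Total count scaling shifted the median log2 fold change of all genes by −0.10 and upper quartile scaling by −0.11, which put 42% and 41.4% of called genes on the higher side against 49.6%. Removal of the GC and length trend moved that share the other way, to 57.8% (5994 higher, 4382 lower), with 8549 of the 10453 genes among those called. Largest rises were those of ANGPTL4 (chromosome 19, 8363289 to 8374373; 0.244 ± 0.107 to 16.53 ± 0.802 CPM, log2 fold change 6.08, SE 0.201, adjusted p 6.43e-12), NDUFA4L2 (5.24 ± 3.39 to 134.9 ± 9.5 CPM, 4.72, SE 0.487, adjusted p 0.000971) and AKR1C2 (4.29, SE 0.12, adjusted p 1.37e-11), whose near-identical paralogs leave its reads uncertain. Largest falls were those of IL6R (30.91 ± 6.06 to 1.623 ± 0.71 CPM, −4.24, SE 0.263, adjusted p 1.89e-06), OAS2 (61.75 ± 20.7 to 3.335 ± 1.48 CPM, −4.24, SE 0.478, adjusted p 0.00121) and TUBA1A (−4.19, SE 0.149, adjusted p 5.85e-10), a tubulin gene with close paralogs and 490 exonic bases shared with TUBA1C.

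Among the fixed genes, the lipid droplet protein gene PLIN2 rose from 14.05 ± 0.326 to 57.76 ± 3.92 CPM in colonospheres (2.04, SE 0.0768, adjusted p 2.14e-11), and the stem cell marker gene ALDH1A1 rose from 241.6 ± 5.3 to 1223 ± 97.3 CPM (2.34, SE 0.0679, adjusted p 2.6e-12). SCD was lower (−0.38, SE 0.0619, adjusted p 6.52e-05), as was PROM1 (−0.27, SE 0.0631, adjusted p 0.00136). LGR5 (0.27, SE 0.203, adjusted p 0.25) and CD44 (−0.05, SE 0.0694, adjusted p 0.568) did not differ beyond replicate error. CD44 took the opposite sign, still not called, without adherent replicate 2, and was called lower under total count scaling (adjusted p 0.049) and upper quartile scaling (adjusted p 0.0481).

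Glycolysis genes were higher in colonospheres (median 1.12, 21 of 21 members up and called, adjusted p 1.17e-08), led by GPI (328.6 ± 11.7 to 1585 ± 59.8 CPM, 2.27, SE 0.0615, adjusted p 2.25e-12), of whose exonic bases 542 are shared with AC092073.1. Cell cycle genes were higher too (median 1.14, 32 of 32 up with 31 called, adjusted p 7.85e-10), with TTK at 2.16 (SE 0.0707, adjusted p 6.33e-12). Fatty acid oxidation passed the threshold upwards (median 0.36, 20 of 29 up, adjusted p 0.0226), with 18 members called higher and 6 lower. Its smallest p was that of ANGPTL4. ATF4 targets were lower (median −0.68, 26 of 31 down, 25 called lower and 2 higher, adjusted p 6.14e-05), among them GDF15 (326.5 ± 41.2 to 73.35 ± 0.52 CPM, −2.15, SE 0.0833, adjusted p 5.27e-11). Adjusted over the list alone, 21 glycolysis, 31 cell cycle, 25 fatty acid oxidation and 27 ATF4 members were called. Lists not past the threshold were lipolysis and lipid droplet genes (median −0.11, adjusted p 0.859), fatty acid synthesis (−0.38, 0.0991), cholesterol biosynthesis (−0.22, 0.0991), colon stem cell markers (0.09, 0.761), Wnt targets (−0.38, 0.0838) and mitochondrially encoded genes (0.10, 0.765). Wnt targets passed it without adherent replicate 3 (adjusted p 0.043).

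Atglistatin treatment of colonospheres asked which transcripts follow inhibition of the enzyme. Of 14183 genes, 2719 were called, 1228 higher and 1491 lower, and 87 changed at least 2-fold, the setting that moved the count most. Without colonosphere replicate 2 the count was 1481. The split between directions depended on scaling, with 45.2% of called genes higher under the main scaling, 60.3% under total count scaling, 56.5% under upper quartile scaling and 38.1% with the GC and length trend removed. CYP1A1 (chromosome 15, 74719542 to 74725610) rose from 2.717 ± 0.375 to 30.2 ± 3.96 CPM (log2 fold change 3.46, SE 0.131, adjusted p 1.52e-09). The cholesterol transporter genes ABCG1 (chromosome 21, 42199689 to 42297244; 10.72 ± 0.916 to 55.92 ± 6.12 CPM, 2.38, SE 0.0967, adjusted p 2.07e-09) and ABCA1 (chromosome 9, 104781002 to 104928237; 6.18 ± 1.35 to 27.86 ± 2.78 CPM, 2.18, SE 0.13, adjusted p 2.15e-07) followed. Largest falls were those of ANO3 (8.581 ± 0.503 to 2.797 ± 0.28 CPM, −1.61, SE 0.139, adjusted p 8.98e-06), SOSTDC1 (−1.10, SE 0.0966, adjusted p 9.73e-06) and TNC (−1.03, SE 0.119, adjusted p 7.97e-05). SCD was higher (2315 ± 135 to 2935 ± 97.3 CPM, 0.34, SE 0.0552, adjusted p 0.000827) and PROM1 was lower (−0.21, SE 0.0636, adjusted p 0.034). Of the 6 fits that each left out 1 library, 4 did not call PROM1 (those without colonosphere replicate 1 or 2 or atglistatin replicate 2 or 3, adjusted p 0.0912 to 0.156). PLIN2 (0.17, adjusted p 0.1), LGR5 (0.33, adjusted p 0.171), CD44 (−0.11, adjusted p 0.166) and ALDH1A1 (−0.12, adjusted p 0.192) did not pass the threshold, although without colonosphere replicate 1 both PLIN2 (adjusted p 0.0433) and LGR5 (adjusted p 0.0358) did. PLIN2 also passed it under total count scaling (adjusted p 0.045), and PLIN2 (adjusted p 0.0174) and CD44 (adjusted p 0.0195) did with the GC and length trend removed. PROM1 did not pass it under total count (adjusted p 0.0702) or upper quartile scaling (adjusted p 0.0633).

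With atglistatin, 6 of the 10 lists passed the threshold. Glycolysis (median −0.31, 21 of 21 down with 17 called, adjusted p 2.23e-08), cell cycle (−0.23, 30 of 32 down with 20 called, adjusted p 3.2e-08) and cholesterol biosynthesis (−0.18, 20 of 26 down with 10 called, adjusted p 0.00081) were lower. Wnt targets were lower as well (−0.13, 11 of 17 down with 5 called, adjusted p 0.0401), but not past the threshold without colonosphere replicate 3 (−0.10, adjusted p 0.119) or atglistatin replicate 3 (−0.08, adjusted p 0.103). ATF4 targets were higher (median 0.30, 26 of 29 up, 18 called higher and 1 lower, adjusted p 1.29e-08), as were fatty acid synthesis genes (0.16, 13 of 18 up, adjusted p 0.0226), although not among genes with at least 10 counts in every library (0.11, adjusted p 0.0588). Of the fatty acid synthesis members 7 were called higher and 2 lower, the latter being ACSS2 (−0.50, adjusted p 0.000519) and ACLY (−0.29, adjusted p 0.00528). Adjusted over the list alone, the called members of these lists numbered 19, 25, 16, 5, 19 and 10 in the same order. These include 1 rise in cholesterol biosynthesis, 1 fall among ATF4 targets and 2 falls in fatty acid synthesis. Members with the smallest p were PGAM1 (−0.37, SE 0.0483, adjusted p 0.000163), MCM4 (−0.47, SE 0.0583, adjusted p 0.000121), ACAT2 (−0.43, SE 0.0553, adjusted p 0.000163), AXIN2 (−0.44, SE 0.0546, adjusted p 0.000121), GDF15 (72.36 ± 0.527 to 178.7 ± 9.12 CPM, 1.30, SE 0.0578, adjusted p 4.81e-09) and SREBF1 (119.4 ± 14.2 to 219.1 ± 14 CPM, 0.87, SE 0.0793, adjusted p 1.59e-05). Of these, ACAT2 shares 2247 of its 4299 exonic bases with genes on the other strand. AXIN2 shares 1316 of 5226 with AC004805.1, and SREBF1 shares 556 of 8030 with RAI1 on the other strand. The counts of these genes are uncertain to that extent. Not past the threshold were lipolysis and lipid droplet genes (median 0.05, adjusted p 0.239), fatty acid oxidation (−0.02, 0.765), colon stem cell markers (−0.03, 0.451) and mitochondrially encoded genes (0.10, 0.0991), the last of which passed without colonosphere replicate 1 (adjusted p 0.0225) or atglistatin replicate 1 (adjusted p 0.0226).

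All 14 calls of lists over the 3 comparisons used camera with a preset correlation of 0.01. Under fry 12 of the 14 held, those of cholesterol biosynthesis and the cell cycle in HCT116 being lost (adjusted p 0.126 for each). Fry also passed lists that camera did not, all with members in both directions. These were colon stem cell markers in HCT116 (adjusted p 0.04), and in colonospheres fatty acid synthesis (0.00568), cholesterol biosynthesis (0.0128), colon stem cell markers (0.00853) and Wnt targets (0.00798). With atglistatin they were lipolysis and lipid droplet genes (0.0434), fatty acid oxidation (0.0368) and colon stem cell markers (0.04). With a correlation estimated from the data 0 of 30 tests passed (smallest adjusted p 0.163), of which 5 had an unadjusted p under 0.05.

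**Figure D2:**
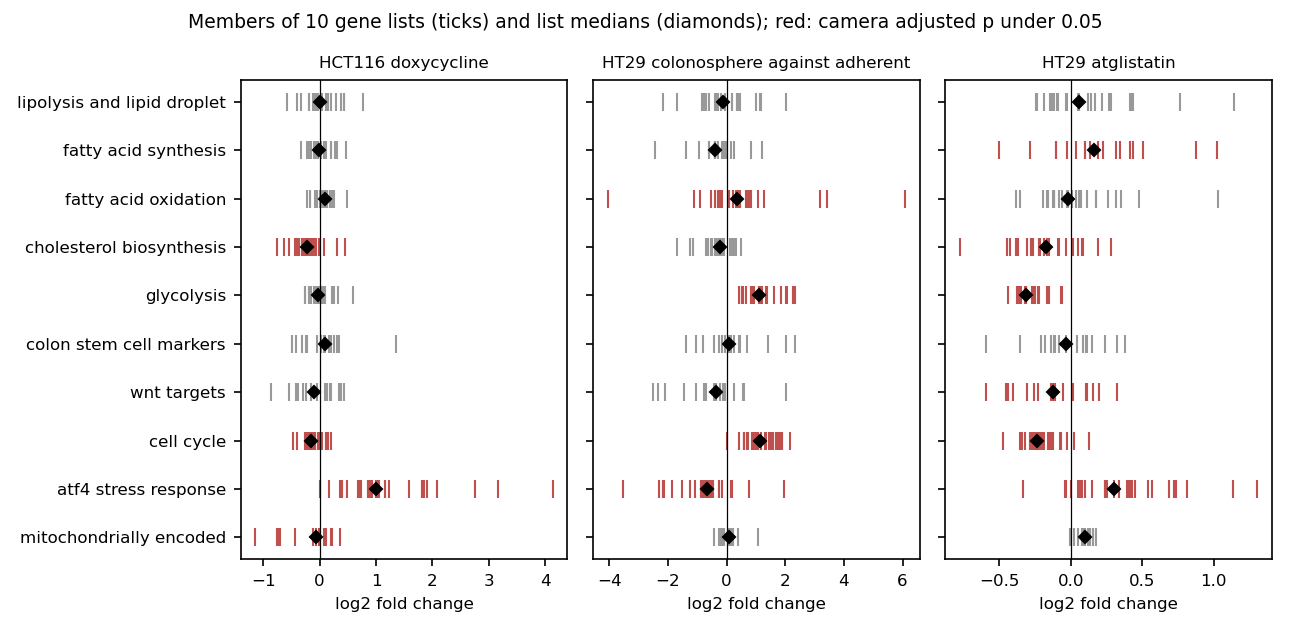
Log2 fold change (horizontal axes, a scale of its own in each panel) of the members of 10 gene lists in the 3 comparisons, with 1 tick per gene and a diamond at the list's median; red marks a camera adjusted p under 0.05. Most ATF4 targets lie to the right of 0 in HCT116 (median 1.01) and with atglistatin (0.30), and most lie to the left in colonospheres (−0.68). Glycolysis genes lie to the right in colonospheres (1.12) and to the left with atglistatin (−0.31).

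The doxycycline and atglistatin comparisons share no library and were set side by side to ask whether both ways of targeting ATGL moved the same genes. Agent and cell line differ together between them. Over 12420 genes tested in both, the log2 fold changes correlated weakly (Pearson's r 0.117, Spearman's rho 0.153, across genes, which are not independent replicates). Called in both were 38 genes, against 12.6 expected by chance (Fisher's exact test, p 2.64e-12), 35 of them in the same direction. The overlap depended on the HCT116 fit. With the replicate block in HCT116, chosen for the overlap after the data were examined, 279 genes were called in both against 176 expected (p 1.7e-17), 216 of them in the same direction and all 38 among them. In replicate numbers 1 and 2 only there were 1037 against 805 (p 7.82e-28), 754 in the same direction. Without replicate 1 or 2 of the group labelled no doxycycline 1 gene was called in both (p 0.2 and 0.199), without replicate 1 or 2 of the doxycycline group 12 and 5, and without replicate 3 of that group 64. Of the 35, SLC1A4, ASNS and SLC6A9 had the smallest p in the weaker of the 2 comparisons. SLC1A4 rose from 4.457 ± 0.468 to 17.91 ± 2.41 CPM in HCT116 (2.01, SE 0.153, adjusted p 0.00523) and from 15.53 ± 0.378 to 24 ± 1.15 in HT29 colonospheres (0.63, SE 0.0784, adjusted p 0.000131). ASNS, which shares 1985 exonic bases with AC079781.5, rose by 2.75 (SE 0.197, adjusted p 0.00523) and 0.72 (SE 0.0758, adjusted p 5.03e-05). SLC6A9 rose by 1.60 (SE 0.132, adjusted p 0.00523) and 0.92 (SE 0.13, adjusted p 0.000332). It shares 404 of its 5159 exonic bases with CCDC24 on the other strand. In HCT116 all 3 lost their call without replicate 1 or 2 of the group labelled no doxycycline (adjusted p 0.0616 to 0.0725), and SLC6A9 also without replicate 2 of the doxycycline group (adjusted p 0.0511) and, in HT29, with the spread taken from all 3 HT29 groups (adjusted p 0.0875).

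A test of the difference between both effects over 16343 genes called 233, of which 117 had the larger log2 fold change in HT29 and the rest in HCT116. With the replicate number as a block within each cell line 738 were called. Each fit that left out 1 of the 12 libraries gave between 100 and 603 genes. The count rose to 522 without replicate 3 of the group labelled no doxycycline and to 603 without replicate 3 of the doxycycline group. It fell to 102 and 119 without replicates 1 and 2 of the former and to 155 without replicate 2 of the latter. In HT29 it fell to 103 and 107 without colonosphere replicates 2 and 3, and to 100, 126 and 120 without atglistatin replicates 1, 2 and 3. Among the 10 lists, adjusted over these 10 tests, the median difference (HCT116 minus HT29) was 0.61 for ATF4 targets (camera adjusted p 8.72e-19), 0.21 for glycolysis (8.2e-07), −0.19 for mitochondrially encoded genes (0.000403) and −0.16 for fatty acid synthesis (0.0139; 0.056 with the replicate block). The other lists did not differ past the threshold, from Wnt targets (0.02, adjusted p 0.929) to cell cycle genes (0.03, adjusted p 0.293).

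**Figure D3:**
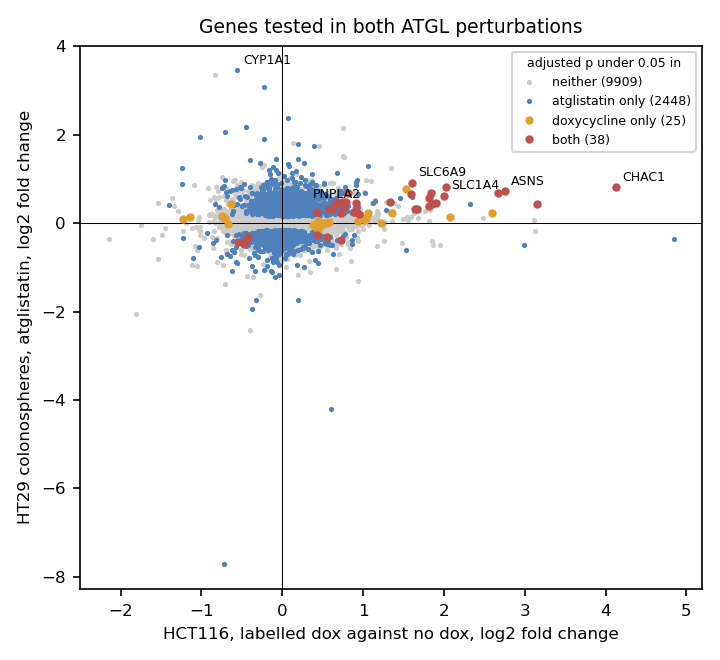
Log2 fold change of 12420 genes in HCT116 labelled with against without doxycycline (horizontal axis) and in HT29 colonospheres with against without atglistatin (vertical axis), coloured by the comparison in which they had an adjusted p under 0.05. The 38 genes called in both lie mostly in the upper right, where SLC1A4, ASNS, SLC6A9 and CHAC1 are named, and CYP1A1 rises along the vertical axis alone.

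The colonosphere and atglistatin effects in HT29 ran in opposite directions across 13718 genes (r −0.392, rho −0.458), and 1995 of the 2245 genes called in both (88.9%) changed in opposite directions. Both comparisons use the same 3 control libraries with opposite sign. Unchanged groups simulated against shared controls gave a mean r of −0.531 by that sharing alone. Those simulated fold changes held noise only, whereas 10453 genes were called between colonospheres and adherent cells. The simulated value therefore does not measure how much sharing adds to the observed r. With disjoint controls, chosen after the data were examined, r lay between −0.303 and −0.192 over 6 ways of dividing the controls. Simulated unchanged groups gave −0.027 to 0.018 there. For the 88.9% no value was simulated, so what sharing alone would give for it is not known.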

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

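Before their results were seen, tests of depth and of sequence properties were chosen for each difference below. The 5 results come from tests of the difference between the doxycycline effect in HCT116 and the atglistatin effect in HT29 colonospheres, in which 233 genes passed an adjusted p of 0.05. Since HCT116 libraries are known by their labels only and the ATGL transcript was not lower in those labelled with doxycycline, the differences rest on these labels. Of 100 splits drawn from the 200 possible within the cell lines, 2 gave as many genes, the real one included. The other gave 938 genes and kept the real HT29 split while setting replicates 1 and 2 without doxycycline and replicate 2 with it against the rest, so in HCT116 it followed in part the departure of replicate 3. With the replicate number as a block within each cell line the real split gave 738 genes, of which 230 were among the 233.

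Depth is argued against as the whole source of the count. Under the replicate block 577 genes passed after all libraries were thinned to an equal total, and 511 of them were among the 738. Without the block 173 passed, of which 160 were among the 233. A trend with GC content and transcript length is argued against in the same way. Once it was removed 1339 genes passed under the block, 722 of them among the 738, and 275 without it, 199 of them among the 233. All shared genes kept their direction. Thinning kept 68.7% of the 233, so a part played by depth is not excluded. What stays open is the design, in which 0 agents were given to both cell lines, so agent, cell line and culture as spheres cannot be told apart.

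Among the lists, ATF4 targets differed most (median difference 0.61, camera adjusted p 8.72e-19, fry 6e-04, estimated correlation 0.0266). They rose in both comparisons, by a median of 1.01 in HCT116 and 0.30 in HT29. These medians cover 31 and 29 members that are not all the same, and the difference covers 29 genes named alike. The difference was 0.592 after thinning and 0.61 with the sequence trend removed, both with the replicate block. Glycolysis genes differed by 0.21 (camera adjusted p 8.2e-07, fry 6e-04, estimated correlation 0.0266), on a fall with atglistatin (−0.31) and little change in HCT116 (−0.03). With the block this was 0.187 after thinning and 0.233 with the trend removed. Neither depth nor sequence properties would leave these values, and a dependence on agent or cell line may underlie both, as a hypothesis.

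Mitochondrially encoded genes differed by −0.19 (camera adjusted p 0.000403, fry 0.0306, estimated correlation 0.443). Under the replicate block their median difference was −0.197, with −0.171 after thinning and −0.108 with the trend removed. Their members went both ways in HCT116, from −1.14 for MT-CO1 to 0.36 for the highest, so the median describes few of them. Fatty acid synthesis genes differed by −0.16 (camera adjusted p 0.0139), but not under fry (0.111), an estimated correlation (0.449) or the replicate block (median −0.16, adjusted p 0.056). With that block kept, thinning gave −0.198 (adjusted p 0.0369) and removal of the sequence trend −0.144 (adjusted p 0.0406), both past the threshold. The call thus changed with the setting, and this list is the weakest of the 4.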

How the results depend on the processing

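The number of genes called in HCT116 depended on the treatment of replicates more than on any other choice. Against 80 genes, DESeq2 called 290 (219 higher, 71 lower), the fit with no filter 180, the replicate block 1013, the block with the GC and length trend removed 1048, and replicate numbers 1 and 2 only 4579. The 2-fold requirement left 35 and an adjusted p under 0.01 left 25. Fits that each left out 1 replicate gave from 2 genes (without replicate 1 or 2 of the group labelled no doxycycline) to 184 (without replicate 3 of the doxycycline group). Other settings gave 66 to 87. The blocked fit shared 78 genes with the unblocked one, and the fit of replicate numbers 1 and 2 all 80, so the larger counts are mostly additions. Those from replicate numbers 1 and 2 may rest on a spread within 1 experiment only.

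In HT29 the colonosphere count of 10453 lay between 8882 and 10706 in all settings other than the 2-fold requirement (2954). Replicate numbers did not pair HT29 libraries, with same-number correlations of −0.0355, −0.00152 and −0.14 for colonospheres against adherent cells and −0.00157, 0.0545 and −0.133 for atglistatin; with that block 10005 and 2119 genes were called. The atglistatin count of 2719 fell to 1320 at an adjusted p under 0.01 and to 87 with the 2-fold requirement, both stricter by construction, and to between 1481 (without colonosphere replicate 2) and 2591 in fits that each left out 1 replicate. Other settings gave 2119 to 3821. Under the block PROM1 (adjusted p 0.0623) and Wnt targets (adjusted p 0.0621) were no longer past the threshold with atglistatin.

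The ATGL transcript kept its direction and its side of the threshold in every setting run. The log2 fold change lay between 0.09 and 0.40 in HCT116 (adjusted p 0.193 to 0.869), between −0.85 and −0.46 in colonospheres and between 0.39 and 0.48 with atglistatin.

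With a correlation estimated from the data, 0 gene lists passed in each comparison, against 4, 4 and 6; at an unadjusted p under 0.05 there were 1, 1 and 3. Under fry 3, 8 and 9 lists passed, fry being a test of a list's own members that does not set them against other genes. The count of genes that differ between both perturbations was 738 with the replicate block and from 100 to 603 in fits that each left out 1 replicate. The count called in both was 279 with the replicate block in HCT116 and 1037 in replicate numbers 1 and 2 there, against 38. It ran from 1 (without replicate 1 or 2 of the group labelled no doxycycline) to 64 (without replicate 3 of the doxycycline group) in fits that each left out 1 replicate, following the HCT116 count. The correlation of both perturbations was 0.168 among genes with at least 10 counts in every library and from 0.0848 to 0.117 with 1 replicate left out. That of the HT29 effects was −0.429 under this filter, −0.242 with disjoint controls and from −0.43 to −0.318 with 1 replicate left out.

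Some values near 0 changed sign, all without passing the threshold. PLIN2 in HCT116 went to −0.11 without replicate 3 of the doxycycline group, to −0.0023 with the block and trend removal and to −0.12 in replicate numbers 1 and 2, and PROM1 there lay from −0.16 to 0.012 with 1 replicate left out. CD44 in colonospheres lay from −0.13 to 0.00020 (without adherent replicate 2) and went to 0.11 with the trend removed. By direction of the set test, glycolysis in HCT116 (median −0.027) and lipolysis in colonospheres (−0.11) reversed under fry. With 1 replicate left out, medians in HCT116 ran from −0.083 to 0.076 for glycolysis, from −0.17 to 0.033 for fatty acid synthesis and from −0.072 to 0.065 for lipolysis, and the direction of each reversed in at least 1 fit. For lipolysis in colonospheres the direction of the set test reversed without colonosphere replicate 2, while the median stayed below 0 in every fit (−0.17 to −0.029). Medians crossed 0 with the direction of the set test kept for Wnt targets (−0.34 to 0.061) and mitochondrially encoded genes (−0.13 to 0.014) in HCT116 and for fatty acid oxidation with atglistatin (−0.030 to 0.0094). The cause of these changes of sign was not tested. Beside these, 8 values of lists became stronger and 19 weaker under other settings, and 4 and 4 with 1 replicate left out. Of named genes 12 values became stronger and 8 weaker, and 3 and 37 with 1 replicate left out. In all, 288 of 330 values of lists and 780 of 847 of named genes stayed on their side. Alternatives for normalised values were not run, since the tables hold counts.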

Other observations

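Tests chosen only after the result was seen included those of a lower ATGL transcript, of swapped labels and of replicate numbers 1 and 2 only. They also included scaling and GC and length for the fall of ATGL in colonospheres, depth for replicate 3 and shared controls. The lists of receptor targets were likewise written once the rises of CYP1A1, ABCA1 and ABCG1 had been seen.

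With 3 libraries against 3 there are 10 splits of 6 libraries, so a share under 0.1 cannot be reached. Every other split sets 2 libraries of 1 group with 1 of the other, so part of any real effect remains in it. Genes and lists counted in such splits are therefore no measure of calls without an effect. The same holds for the mixed splits among the 100 drawn within the cell lines. In HCT116 1 of the 10 splits, the real one, gave as many genes; the 9 others called 0, with 75 to 2251 genes at an unadjusted p under 0.05 against 1960. The highest of these set replicates 1 and 2 without doxycycline and replicate 1 with it against the rest and parted 1 pair; among the 4 splits that part all 3 pairs, the real one alone gave as many. For gene lists in HCT116 1 of the 10 splits gave as many, the others 1 to 3. In colonospheres 1 of the 10 splits gave as many genes (the others 0, with 25 to 109 unadjusted), but 7 of the 10 gave as many lists, the others 3 to 6. The number of lists past camera's preset correlation thus does not set the real split apart there. Whether the lists of the other splits come from what remains of the effect was not tested. With atglistatin 1 of the 10 gave as many genes (the others at most 1, with 132 to 900 unadjusted) and 1 of the 10 as many lists (the others 2 to 4). For the correlation of both perturbations, 1 of the 100 paired splits, the real one, was as large; the highest other was 0.11 and the median 0.0341.

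ATF4 targets rose in the libraries labelled with doxycycline while the ATGL transcript did not fall. A lower ATGL transcript is argued against by its 95% interval, whose lower limit was −2.65%. Depth and sequence properties are argued against too, since the list's median was 0.986 after thinning and 0.988 with the trend removed, both with the replicate block. Replicate 3 alone is not the source, as the median was 1.1 in replicate numbers 1 and 2. Doxycycline is known to inhibit mitochondrial translation, and ATF4 targets respond to mitochondrial stress, so the inducer itself may have caused the rise. With 0 libraries given doxycycline without the hairpin, the inducer and the hairpin cannot be told apart. Protein was not measured, so a lower ATGL protein stays open.

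Swapped labels could also hide a knockdown. With the labels exchanged, the most extreme 95% limit for ATGL was −35.6%, short of the 50% set as the mark of a knockdown, so a swap with such a knockdown is argued against; a weaker one stays open.

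In colonospheres the ATGL transcript fell against adherent cells by a log2 fold change that was −0.736 at its nearest to 0 among 3 other scalings and −0.755 after thinning. Removing the trend with GC content and length left −0.459, so these properties may account for part of its size but not all of it. Other technical differences shared by all libraries of a group, such as their preparation, could not be tested. With 0 HT29 groups grown adherent in the colonosphere medium, growth as spheres and the medium cannot be told apart.

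CYP1A1 is a known target of the aryl hydrocarbon receptor, and a list of 7 other targets, written before it was tested, rose with atglistatin. All 6 members tested were higher and 3 were called (median 0.33, camera p 0.000408, fry p 0.00142, estimated correlation p 0.0808), among them TIPARP (0.67), AHRR (0.67) and ALDH3A1 (0.54). Activation of this receptor by atglistatin or a product of its use may therefore be a hypothesis for the rise. Depth (3.47 after thinning), sequence properties (3.47 with the trend removed) and reads from CYP1A2, at 0.366% of CYP1A1 counts, were argued against.

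ABCA1 and ABCG1 are targets of the liver X receptors. A list of 11 other targets also rose with atglistatin, 6 of the 8 tested being higher and 5 called (median 0.44, camera p 0.00157, fry p 0.000133, estimated correlation p 0.0308), with MYLIP at 0.97. Activation of these receptors may be a hypothesis for both, and the smaller of both changes was 2.18 after thinning and 2.1 with the trend removed. Whether ATGL inhibition or another action of the compound is involved was not tested.

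Replicate 3 stood apart from replicates 1 and 2 in both HCT116 groups. Depth and sequence properties are argued against as the whole source, since the deviations of both libraries numbered 3 still correlated at 0.609 after thinning and at 0.509 with the sequence trend removed. HT29 cells in them are argued against, since 44 genes abundant in HT29 only reached a median of 0.0589% of their HT29 level (highest 12.1%), where cells diluting HCT116 transcripts by 2-fold would need 50%. Of genes of at least 10 CPM, 49 were at least 2-fold lower and 15 at least 2-fold higher in both. A shared day of culture or library preparation may be a candidate explanation, and no label names one.

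The opposite directions of the colonosphere and atglistatin effects are partly built in by their shared controls, which gave simulated correlations of −0.549 to −0.513 without any effect. Those simulations held noise only, so they do not show how large that part is in the data. Sharing alone is argued against by the mean of −0.242 with disjoint controls, where simulation gave −0.027 to 0.018. Sequence properties are argued against by −0.246 with the trend also removed (−0.286 to −0.191). A partial reversal of the colonosphere state by atglistatin may be a hypothesis, tested here only by these correlations.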
